# Transcriptional profiling and muscle cross‐section analysis reveal signs of ischemia reperfusion injury following total knee arthroplasty with tourniquet

**DOI:** 10.14814/phy2.12671

**Published:** 2016-01-05

**Authors:** Jonathan B. Muyskens, Austin D. Hocker, Douglas W. Turnbull, Steven N. Shah, Brick A. Lantz, Brian A. Jewett, Hans C. Dreyer

**Keywords:** Aging, clinical, hypoxia, NextSeq, stress, surgery

## Abstract

Total knee arthroplasty (TKA) is the most common and cost‐effective treatment for older adults with long‐standing osteoarthritis. Projections indicate that nearly 3.5 million older adults will undergo this procedure annually by the year 2030. Thus, understanding the factors that lead to optimal outcomes is of great clinical interest. In the majority of cases, tourniquet is applied during surgery to maintain a clear surgical field, however, there is debate as to whether this intervention is completely benign. In particular, muscle atrophy is a significant factor in preventing full functional recovery following surgery, and some evidence suggests that tourniquet application and the associated ischemia–reperfusion injury that results contributes to muscle atrophy. For this reason, we examined tissue level changes in muscle in TKA patients following surgery and found that there was a significant increase in cross‐sectional area of muscle fibers of all types. Furthermore, to detect changes not evident at the tissue level, we performed NextSeq analysis to assess the transcriptional landscape of quadriceps muscle cells following TKA with tourniquet and found 72 genes that were significantly upregulated. A large proportion of those genes regulate cell stress pathways, suggesting that muscle cells in our cohort of older adults were capable of mounting a significant response to cell stress. Furthermore, factors related to complement were upregulated, suggesting tourniquet may play a role in priming cells to ischemia reperfusion injury. Therefore, our analysis reveals potential harms of tourniquet during TKA, thus suggesting that surgeons should consider limiting its use.

## Introduction

Osteoarthritis (OA) of the knee is the leading cause of hospitalization for adults ages 45–84 years in the U.S. (Pfuntner et al. 2013), and 60% of adults over the age of 65 have OA (Parsley et al. 2010). Surgical remediation of the chronic knee pain caused by OA is successfully accomplished with total knee arthroplasty (TKA). In fact, in a sampling of Medicare beneficiaries (*N* = 124,986), OA is the leading diagnosis for 94% of all patients having TKA in the U.S. (Mahomed et al. 2005). In the U.S., in 2008, more than 650,000 TKAs were performed at a cost of $9 billion (Kurtz et al. 2011; Cram et al. 2012). This financial burden will only become more significant as the population of older adults increases. In fact, the number of TKAs is projected to reach 3.5 million surgeries performed in the U.S. annually by 2030 (Kurtz et al. 2011). Thus, improving the success of TKA is of utmost importance both for improving quality of care and reducing costs. Despite the incredible success of TKA in eliminating knee pain due to OA, postoperative recovery is often compromised by persistent muscle atrophy and reduced functional mobility. Quadriceps atrophy is responsible for the majority of functional deficit 1–3 years post‐TKA (Meier et al. 2009) by impairing balance (Moxley Scarborough et al. 1999), reducing mobility (Brown et al. 1995; Mizner et al. 2005c), and increasing fall risk (Moreland et al. 2004). Furthermore, patients with substantial quadriceps atrophy will find it difficult to exercise and will require significantly more physical therapy.

A tourniquet is routinely used during TKA to control blood loss, maintain a clear surgical field, and facilitate proper bone‐implant cementing. Results from a 2009 survey found that 95% of orthopedic surgeons use a tourniquet in those patients cleared of vascular disease (Berry and Bozic 2010). Before tourniquet application, the leg is elevated and an Esmarch bandage is applied in a distal to proximal fashion to exsanguinate blood from the operative limb. The effects of ischemia followed by reperfusion (I/R) on human skeletal muscle metabolism is poorly understood at the cellular level, however, there have been studies that suggest that there are potential clinically meaningful issues associated with tourniquet use. These issues include greater postoperative pain (Chen et al. 2014; Ejaz et al. 2014), reduced range of motion (Vandenbussche et al. 2002; Chen et al. 2014; Ejaz et al. 2014), and greater postoperative edema (Konrad et al. 2005; Chen et al. 2014). Further, there are reports that TKA performed without a tourniquet results in faster patient recovery (Ejaz et al. 2014), and a recently completed randomized trial found that patients in the tourniquet group had reduced strength recovery as compared to patients in the nontourniquet group at 3‐week and 3‐month follow‐up (Dennis et al. 2016).

In an attempt to gain a better understanding of the changes in skeletal muscle occurring after TKA at the molecular and cellular level, we have collected muscle biopsy samples before tourniquet inflation (baseline). In particular, we have measured a decrease in anabolic signaling (Ratchford et al. 2012), an upregulation of catabolic and cell stress pathways (Bailey et al. 2012), and induction of the unfolded protein response (UPR) due to endoplasmic reticulum (ER) stress (Hocker et al. 2013). Our working hypothesis is that the tourniquet‐induced oxygen deficiency that occurs during TKA may disrupt cell and tissue metabolism and potentially contribute to the rapid loss of muscle (1% per day) measured within the first 2 weeks after surgery (Dreyer et al. 2013). The objective of this study, therefore, was to measure the physical alterations of muscle cell (swelling) and subject biopsy samples to genomic sequencing in order to identify key regulatory pathways that are differentially expressed.

## Materials and Methods

### Ethics approval

This study was approved by the PeaceHealth Institutional Review Board, Sacred Heart Medical Center, at RiverBend and the Institutional Review Board, Research Compliance Services, University of Oregon and conducted in accordance with the Declaration of Helsinki. All subjects gave informed written consent prior to study participation.

### Subjects

We studied 13 subjects (nine females and four males) recruited from a pool of surgical candidates at the Slocum Center for Orthopedics and Sports Medicine. Subjects were between 60 and 78 years of age and were scheduled to have primary TKA. Exclusion criteria included untreated endocrine disease, significant heart, kidney, liver, blood or respiratory disease, vascular diseases, cancer, treatment with anabolic steroids or corticosteroids for greater than 1 week, and alcohol or drug abuse.

### Study design

Details of the study design have been published previously (Bailey et al. 2012; Ratchford et al. 2012; Hocker et al. 2013). Study subjects were admitted to the Sacred Heart Medical Center at Riverbend in a fasted state on the morning of surgery. Anesthesia was administered using standard methods as previously described (Bailey et al. 2012; Ratchford et al. 2012; Hocker et al. 2013). A 10‐cm wide Zimmer tourniquet was placed around the proximal third of the thigh and was not inflated. Prior to surgery, a biopsy of the vastus lateralis muscle on the operative leg was taken using a 5‐mm Bergstrom biopsy needle with applied suction. Following the first biopsy, the tourniquet was inflated to 300 mmHg or greater, depending on systolic blood pressure to ensure minimal blood flow to the operative leg. Average time of tourniquet application for all subjects was 40.2 min (SD = 5.1 min, range 33–50 min). Following surgery, a second biopsy was performed as close to two hours after tourniquet deflation as possible (average time = 139.8 min, SD = 33.1, range = 84–184 min).

### RNA preparation

Isolation was performed as previously described (Hocker et al. 2013) with modifications. Tissue samples were frozen in liquid nitrogen and stored at −80°C until use. A quantity of 5–20 mg of tissue was weighed and homogenized in 700 *μ*L Qiazol (Qiagen, Germantown, MD) on ice using a Heidolph Silent Crusher (Schwabach, Germany). Nucleic acid extraction was performed using 140 *μ*L of chloroform, the resulting aqueous layer was precipitated in 0.5 mL of isopropanol, and the resulting pellet was rinsed in ethanol, and resuspended in RNase‐free water. RNA quantification was performed using a Qubit fluorometer (Qiagen) and RNA quality was determined using a Fragment Analyzer (Advanced Analytical, Ames, IA). We set a RNA Quality Number (RQN) value cutoff of 5.7 for each sample.

### Library preparation and sequencing

Libraries were prepared using the QuantSeq 3′ mRNA‐Seq Library Prep kit (Lexogen, NH) following the manufacturer's instructions. Sequencing was performed with an Illumina NextSeq 500 (Illumina, San Diego, CA). Approximately, 400M single end, 75 bp reads were generated.

### Bioinformatics

Raw reads were aligned and converted into Ensembl IDs using STAR, which was also used to limit gene counts to protein coding genes. DESeq2, a package within R, was used to determine differential expression across groups. DAVID (NCBI, NIH) (da Huang et al. 2009a,b) and Biocarta were used to map enriched genes on a pathway diagram to determine clustering within specific signaling pathways. Cytoscape (version 3.2), an open source bioinformatics platform developed by the Institute of Systems Biology, Seattle,WA, was used to construct network diagrams and to illustrate clustering of the genes in our dataset within specific cell stress pathways (Shannon et al. 2003; Smoot et al. 2011). Gray nodes provide a skeleton diagram of known cell stress pathways. Round green nodes indicate genes from our dataset with *P*_adj_ < 0.05, and the size of the node indicates the degree of significance of upregulation (the diameter of the circle was determined by taking the log of the reciprocal of the *P* value.) Nodes with small green diamonds indicate stress‐responsive genes that were upregulated, but did not make the *P*_adj_ < 0.05 cutoff.

### Histology

Tissues sections were processed and analyzed as previously described (Dreyer et al. 2006) with modifications based on the methods from (Fry et al. 2014, 2015). Muscle biopsies from TKA patients were frozen in isopentane and stored at −80°C. Of the 13 subjects in the study, tissue for histology was obtained from 10 (eight females, two males; average age = 68.1 years). Sections (7 *μ*m) were cut using a Leica Cryostat (CM1850UV) set to −20°C. Following treatment with acetone for 5 min, the sections were blocked in PBS for one hour and primary antibody was added overnight at 4°C. Samples were incubated in secondary antibodies and sections were imaged on a Leica Epifluorescence microscope (Leica DM4000B). Primary antibodies used included anti‐laminin (DAKO, Carpinteria, CA, USA; rabbit) (1:2000), anti‐myosin heavy chain I (BA‐D5; mouse IgG2b) (1:50), anti‐myosin heavy chain IIa (SC‐71; mouse IgG1) (1:500), and anti‐myosin heavy chain IIx (6H1; mouse IgM) (1:100) (Developmental Studies Hybridoma Bank (DSHB), Ames, IA. Secondary antibodies included Alexa Fluor‐labeled mouse IgG2b (1:500), Alexa Fluor‐labeled mouse IgG1 (1:500), Alexa Fluor‐labeled mouse IgM (1:500), and Cy3‐labeled anti‐rabbit (1:200) (Molecular Probes, Eugene, OR).

### Cross‐sectional area analysis

Images were captured and analyzed as previously described (Dreyer et al. 2006). Measurements of cross‐sectional area were performed using MetaMorph. Muscle fiber boundaries were visualized using laminin immunofluorescence and traced. Cross‐section area was obtained for each fiber type based on immunofluorescence and calculated based on computer‐assisted software provided by Leica and based on the number of pixels within each boundary for each cell type. Statistical analysis of CSA data was performed using paired t‐test comparing pre‐ and post‐TKA fibers by type. Differences between means were considered significant at *P *≤* *0.05.

## Results

### Muscle cross‐sectional area

To characterize the possible tissue changes that occur after TKA with tourniquet, we analyzed histological sections of biopsies taken from patients before surgery and approximately 2 h after surgery. To determine the cross‐sectional area of muscle fibers, we labeled the tissue with anti‐laminin, an extracellular matrix component. Furthermore, we used muscle fiber type‐specific markers to distinguish between Type 1, Type 2a, and Type 2x muscle fibers. We found that the mean cross‐sectional area increased significantly following surgery for all types (Fig. 1).

**Figure 1:**
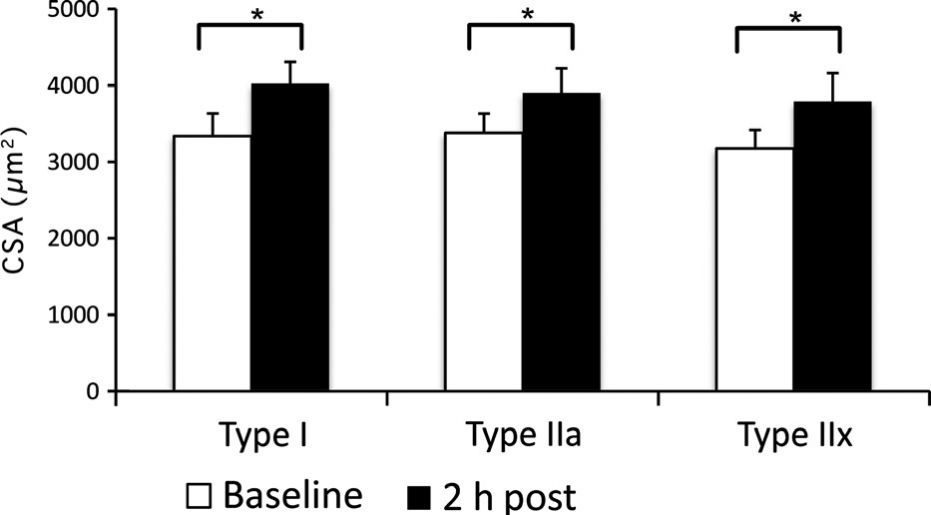
Muscle cross‐section analysis reveals increase in area at 2 h post. Histogram showing increase in cross‐sectional area of muscle fibers following TKA with tourniquet in each of the fiber types. *Y*‐axis shows *μ*m^2^. *Indicates statistical significance (*P* < 0.05) based on a Student's *t*‐test. Error bars indicate standard error (SE).

### Gene expression

To gain a deeper understanding of the signaling mechanisms that may underlie the morphological changes in muscle and/or may lead to pathology and adverse outcomes following surgery, we performed NextSeq gene expression analysis to determine differentially regulated genes following surgery and tourniquet. 

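Vastus lateralis, a muscle of the quadriceps, was sampled from the operated leg of 10 patients before surgery and again after it, and each biopsy gave 1 RNA library, 10 at baseline and 10 after surgery. The paper gives a mean tourniquet time of 40.2 min (SD 5.1) and a second biopsy at a mean of 139.8 min after the cuff was let down (SD 33.1, range 84 to 184 min), while the sample labels give 2 h for every second biopsy. The libraries were made with a QuantSeq kit, which reads a fragment near the 3′ end of each polyadenylated transcript, so that a gene's count does not grow with the length of its transcript. The authors aligned the reads and deposited whole-number read counts per Ensembl gene for each library, with no normalization. Baseline libraries held 2311580 to 11971568 counts on genes (median 5575012) and libraries after surgery 3879711 to 50830315 (median 6467457), the highest of these from patient 8. The paper states about 400000000 reads of 75 bp, all rows of the deposited counts sum to 269698984, and the values here use only the rows that name a gene. Counts of protein-coding genes were scaled by TMM, which removes differences in depth and composition between libraries, and levels are given as CPM, a gene's counts relative to the normalized total of its library. Genes with too few counts were left out, and libraries after surgery were compared with baseline libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, taking the 20 libraries as separate samples because the paper names no patient term. Gene lists of pathways and cell types were fixed before the data were examined and tested as groups with camera, which compares a list with all other genes. The base means in the paper's Table S1, of which the first 1999 of 21982 rows of the sheet of all genes were used, equal a weighted sum of both libraries of 9 patients in 1903 rows, within a relative difference of 0.0001, with no weight on the libraries of patient 1. Values are therefore given over these 9 patients, numbered 2 to 10, and then over all 10. The paper gives no reason for leaving out patient 1. On the first principal component of the log2 CPM values, which held 30.8% of the variance, the baseline libraries of patients 5 and 8 lay at 115.8 and 92.6, apart from the other 18 libraries, which lay between -26.6 and 14.4. Their mitochondrial shares were 1.5% and 3.3%, against 10.0% to 17.2% in the other baseline libraries. Rows that name no gene held 44.9% and 57.3% of their counts, the highest shares at baseline. Whether library quality or biology set them apart was not tested.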

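FOSL2, a transcription factor of the FOS family, and PIM1, a serine/threonine kinase induced by cytokines, rose after surgery over the 9 patients the paper used. Over all 10 patients SLC2A3, the glucose transporter GLUT3, rose as well, with a log2 fold change of 3.04 (standard error 0.531, adjusted p = 0.0390 from edgeR). FOSL2 (ENSG00000075426) lies on chromosome 2 of GRCh38 from 28392448 to 28417312, and its level was 24.5 ± 8.06 CPM at baseline and 86.0 ± 39.7 CPM after surgery (SD, 9 patients). Its log2 fold change was 1.8 (standard error 0.276, adjusted p = 0.0174 from edgeR), and it was higher after surgery in 9 of 9 patients. Across all 10 patients it was 1.65 (adjusted p = 0.0390 from edgeR), with a log2 difference of -0.32 in patient 1. PIM1 (ENSG00000137193), on chromosome 6 of GRCh38 from 37170203 to 37175426, was at 4.75 ± 2.45 CPM at baseline and 24.9 ± 16.9 CPM after surgery, and its log2 fold change was 2.35 (standard error 0.401, adjusted p = 0.0385 from edgeR), with 9 of 9 patients higher. With patient 1 included, its log2 fold change was 2.31 (adjusted p = 0.0471 from edgeR) and its difference in patient 1 was 0.60. SLC2A3 (ENSG00000059804), on chromosome 12 of GRCh38 from 7919230 to 7936275, was at 5.35 ± 3.72 CPM at baseline and 43.0 ± 43.9 CPM after surgery over the 9 patients, a log2 fold change of 3.03 with an adjusted p of 0.101 from edgeR, and its difference in patient 1 was 2.89.
Over the 9 patients edgeR called 2 genes higher and 0 lower among 10500 genes, with 556 higher and 593 lower at an unadjusted p under 0.05, where chance gives 525. With all 10 patients, it called 3 higher and 0 lower among 10487 genes, with 561 higher and 553 lower at an unadjusted p under 0.05, where chance gives 524. DESeq2, the tool named in the paper's methods, called 89 higher and 3 lower over the 9 patients and 104 higher and 12 lower over all 10, and limma-voom called 0 over all 10, with 602 genes at an unadjusted p under 0.05. With the patient as a block, edgeR called 7 genes over the 9 patients, which were FOSL2, PIM1, PFKFB3, CXCL2, NFKBIZ, CEBPD and FRMD8, and 2 over all 10, NFKBIZ and CXCL2 (adjusted p = 0.00504 for each from edgeR). Taking all 10 patients, the adjusted p from edgeR with this block was 0.107 for FOSL2, 0.0579 for PIM1 and 0.0697 for SLC2A3. Leaving out any 1 of the 10 patients left 0 to 2 genes called by edgeR, and leaving out the baseline libraries of patients 5 and 8 left 0, with 719 genes at an unadjusted p under 0.05, while DESeq2 then called 67 higher and 2 lower. The DESeq2 and blocked fits over the 9 patients and the fits without these 2 libraries were chosen after the data were seen.

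**Figure D1:**
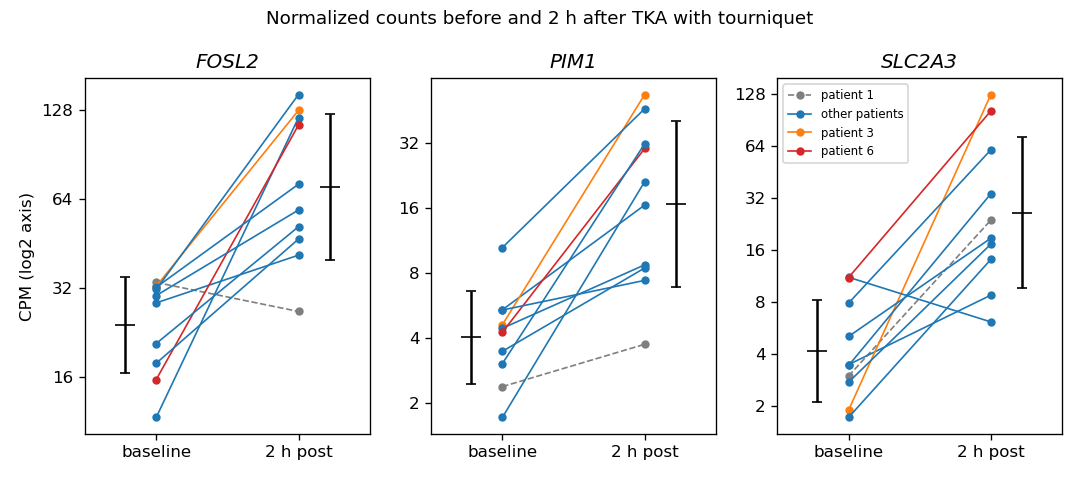
Levels of FOSL2, PIM1 and SLC2A3 in CPM on a log2 axis at baseline and 2 h after surgery, with 1 line per patient joining both libraries (patient 1 gray and dashed, patient 3 orange, patient 6 red, the others blue) and black bars giving the mean ± SD of the log2 values over 10 patients. PIM1 is higher after surgery in 10 of 10 patients, and FOSL2 and SLC2A3 in 9 of 10.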

Our analysis revealed 72 genes with significant differential expression (*P*_adj_ < 0.05). To understand the altered expression landscape, we mapped a large number of the differentially expressed genes on established, annotated pathways (such as KEGG and Biocarta), and for less well‐known genes that were not present in these established pathway maps, we searched the literature to determine putative function.

A substantial subset (33 out of 72) of the genes mapped to cell stress pathways. 

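The 6 cell stress headings of Table 1 hold 28 genes, and each of the 23 with enough counts for edgeR had a positive log2 fold change after surgery over the 9 patients. These ran from 0.89 for TNFRSF1A, a receptor of tumor necrosis factor, to 4.60 for CCL2, a chemokine that attracts monocytes, with a median of 2.11. Of the 28 genes, 24 were higher in at least 8 of the 9 patients and 19 in all 9. FOSL2 and PIM1 rose at an adjusted p under 0.05 from edgeR over all genes tested, and the 23 genes had adjusted p values from 0.0174 to 0.232, all with an unadjusted p under 0.05. DESeq2 called 28 of the 28 higher. Including patient 1, the log2 fold changes ran from 0.77 to 4.41, edgeR again called 2 of 23, DESeq2 called 26 of 28, and 21 of the 28 were higher in patient 1. TNFRSF1A and GPR56, an adhesion receptor, were the 2 that DESeq2 did not call then, with adjusted p values of 0.0806 and 0.153. The study chose these genes on the same libraries, so their shared direction is not independent evidence.
The green nodes of Figure 2 name 34 genes, apart from a node labeled IR16 that was not used here, of which 29 had enough counts, all with positive log2 fold changes (median 2.23 over the 9 patients, 2.16 over all 10). Among its gray nodes, which give context, 13 of 14 genes were tested, 10 had a positive log2 fold change, and the median was 0.25 over the 9 patients and 0.19 over all 10. EdgeR called 0 of these 13, also when adjusted over the list alone, with 3 at an unadjusted p under 0.05 over the 9 patients and 2 over all 10, and DESeq2 called 0. As a group they moved upward, with an unadjusted p from camera of 0.0438 over the 9 patients and 0.031 over all 10. With the correlation between genes estimated from the data, these were 0.0487 and 0.0348. With the patient as a block as well, they were 0.111 and 0.0746. ATF3, a stress-induced transcription factor among the gray nodes, had a log2 fold change of 2.25 (standard error 0.788, adjusted p = 0.351 from edgeR), 2.28 over all 10 patients and 1.15 without patient 3. Over all 10 patients ATF3 was higher when adjusted over the list alone in edgeR with the patient as a block, and in DESeq2.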

To illustrate the interconnectedness of these gene regulatory networks, we constructed simplified network diagrams from established pathways using Cytoscape and overlaid genes from our dataset onto the maps. The gene regulatory networks for cell stress are highly interconnected and complex, and the diagram presented in no way is meant to represent the entire universe of genes involved in response to stress (Fig. 2). However, a diagram including every player would be impossible to visualize, so we have provided a simplified version.

**Figure 2:**
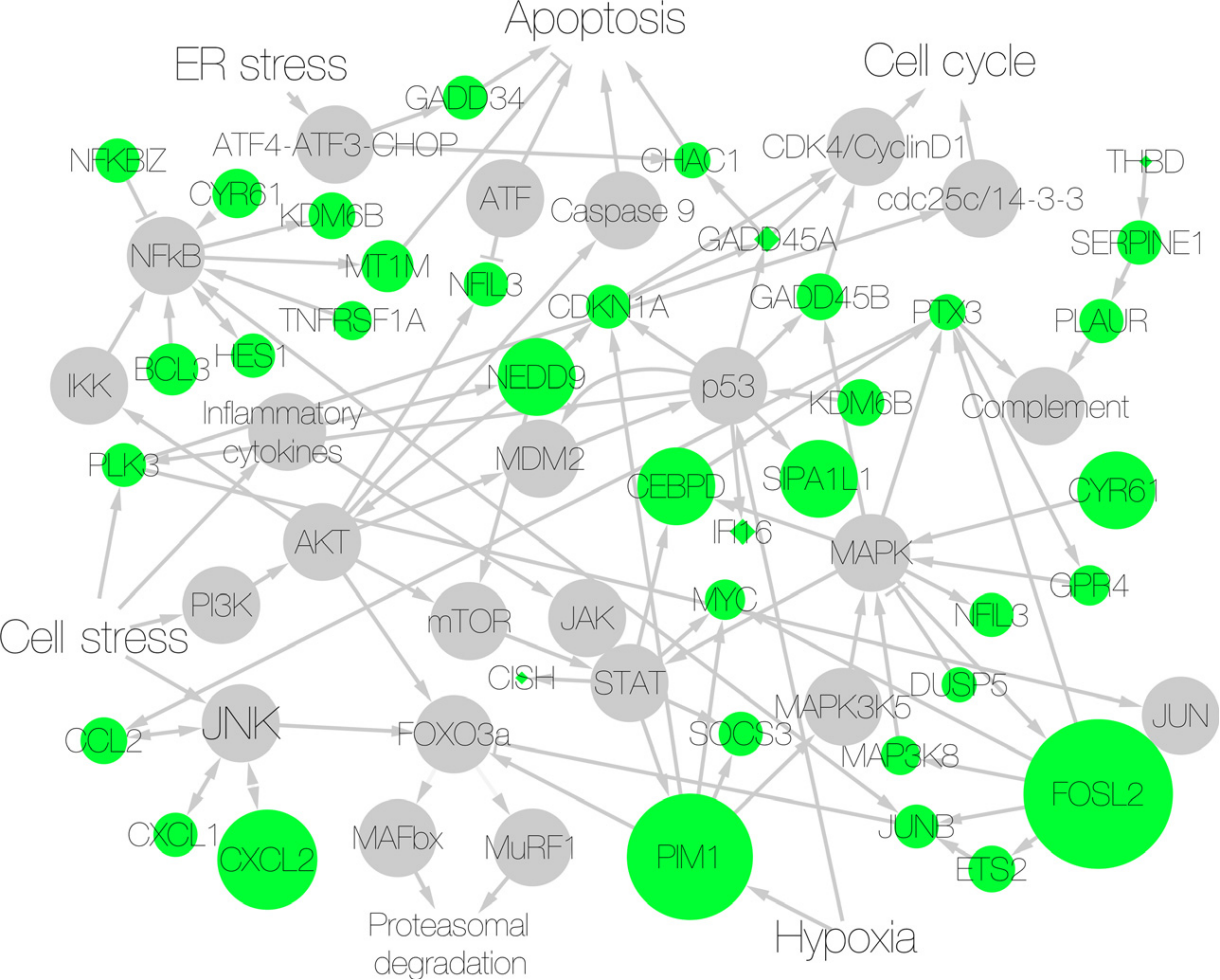
Cell stress pathways upregulated in TKA with tourniquet patients. Gene regulatory network diagram showing upregulated genes (green nodes) from our dataset overlaid on cell stress pathways. Size of green nodes represents the degree of upregulation. Gray nodes provide a skeleton diagram of known pathways to give context to the genes that were upregulated, but were not themselves represented in the list of differentially expressed genes. Arrows indicate a positive, directional interaction. Hammerheads indicate a negative, directional interaction.

Cell stress pathways that were found to be altered included JAK‐STAT, p53, JNK, NFkB, Akt, and MAPK pathways (Table 1). 

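Genes of 4 of these pathways were higher after surgery when taken as groups, by a test with no patient term and a preset correlation between genes but not with an estimated one. Their adjusted p values from camera were 3.34e-06 for JAK and STAT, 0.000541 for p53, 0.000268 for NFkB and 0.0421 for MAPK (adjusted p = 0.111, 0.251, 0.385 and 0.422 with an estimated correlation), on lists other than the paper's, and with the patient as a block the JAK and STAT list also passed with an estimated correlation (adjusted p = 0.0271, 0.0367 over all 10 patients). Of 26 tested genes of cytokine signaling through JAK and STAT and its feedback, 7 were higher and 0 lower when adjusted over the list alone over the 9 patients, and PIM1 was the 1 called over all genes. SOCS3, which blocks JAK kinases as feedback, was at 5.81 ± 7.24 CPM at baseline and 66.4 ± 75.8 CPM after surgery (SD, 9 patients), a log2 fold change of 3.54 (standard error 0.831, adjusted p = 0.154 from edgeR over all genes). CISH, of the same family, and CEBPD, a transcription factor activated through STAT3, had log2 fold changes of 2.27 and 1.78. Of 23 targets of p53, 4 were higher and 0 lower when adjusted over the list alone, namely GADD45A, BTG2, CDKN1A, the cell cycle inhibitor p21, with a log2 fold change of 1.92 (standard error 0.492), and PLK3, a stress kinase, with 2.09. Of 19 targets of NFkB, 10 were higher and 0 lower when adjusted over the list alone, among them BCL3, a nuclear partner of NFkB, with a log2 fold change of 2.65 (standard error 0.643). Of 11 feedback genes of MAPK signaling, DUSP1, DUSP2 and ERRFI1 were the 3 higher and 0 were lower when adjusted over the list alone. EdgeR called 0 genes of the last 3 lists over all genes tested. At an unadjusted p under 0.05, 6, 11 and 5 were higher and 1 NFkB target was lower, while DESeq2 called 3, 7 and 1 higher. With the patient as a block, edgeR called NFKBIZ of the NFkB list over all genes, over the 9 patients and over all 10.
Over all 10 patients 8, 5, 11 and 4 genes were higher when adjusted over each list alone, with adjusted p values from camera of 6.09e-06, 0.000175, 0.000175 and 0.039 (adjusted p = 0.116, 0.188, 0.321 and 0.455 with an estimated correlation). When the patient was a block these counts were 7, 5, 6 and 4, BTG2 no longer among them, the median log2 fold change of the NFkB list was 0.63 against 0.96, and the log2 fold changes of GADD45B, BCL3, RGS16 and CISH were 2.68, 1.63, 1.73 and 1.44. In patient 1 the log2 difference was 3.38 for SOCS3, 1.94 for CDKN1A and -0.04 for BCL3. The MAPK list no longer passed camera without the baseline libraries of patients 5 and 8 (adjusted p = 0.293), nor without the library after surgery of patient 3 (0.232) or of patient 6 (0.0766). Lists of JNK and Akt targets were not used here. Of the genes Table 1 places under them, which the study chose on these libraries, GADD45B, a stress-induced activator of JNK signaling, had a log2 fold change of 4.50 (standard error 0.890, adjusted p = 0.126 from edgeR), and NEDD9, NFIL3 and RGS16 had 1.32, 1.70 and 3.32. Across all 10 patients 4 of these values moved by over 1.5 times when 1 patient was left out, to 3.68 for GADD45B, 1.42 for CISH and 1.85 for BCL3 without patient 4, and to 2.08 for RGS16 without patient 3.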

Processes that are induced during cell stress include apoptosis, cell cycle regulation, and complement activation and each of these processes have been shown to be influenced by genes in our dataset (Table 1). Furthermore, many of the genes in the dataset are known to be responsive to oxidative stress, hypoxia, ultraviolet (UV), and ionizing radiation (IR) (Table 1).

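MYC, a transcription factor that drives cell growth, and ETS2, a transcription factor downstream of MAPK signaling, are the genes Table 1 places under cell cycle regulation. MYC was at 1.92 ± 1.57 CPM at baseline and 29.6 ± 63.4 CPM after surgery (SD, 9 patients), a log2 fold change of 3.90 (standard error 0.884, adjusted p = 0.154 from edgeR, 0.0267 from DESeq2). ETS2 had a log2 fold change of 1.40 (standard error 0.326), and both genes were higher in 9 of 9 patients. Of 17 tested genes of the BCL2 family and the caspases, which carry out or block apoptosis, 12 had a positive log2 fold change, with a median of 0.29. EdgeR called 0 of these 17, also when adjusted over the list alone, with 5 higher at an unadjusted p under 0.05, and DESeq2 called 0. Of 17 tested genes of the complement system, 10 had a positive log2 fold change, with a median of 0.01, and edgeR and DESeq2 each called 0, with 0 at an unadjusted p under 0.05 from edgeR.
As groups, the apoptosis list had an adjusted p from camera of 0.0515 and the complement list of 0.525, its direction downward against the sign of its median (adjusted p = 0.405 and 0.829 with an estimated correlation). With patient 1 included, the apoptosis list moved upward with an adjusted p from camera of 0.0473 (adjusted p = 0.402 with an estimated correlation), and the complement list did not pass, with 0.904. The apoptosis list passed over the 9 patients with the patient as a block, with 0.0297, and no longer passed over all 10 without the baseline libraries of patients 5 and 8, with 0.150 (adjusted p = 0.263 and 0.514 with an estimated correlation), nor without the library after surgery of patient 3 (0.158) or of patient 6 (0.221). With all 10 patients, edgeR also called 0 of the 16 apoptosis and 18 complement genes tested, with 4 and 1 higher at an unadjusted p under 0.05, and DESeq2 called 0. The log2 fold changes were then 3.74 for MYC and 1.30 for ETS2, with differences of 0.86 and -0.06 in patient 1. That of MYC was 1.99 without patient 3 and 2.44 with the patient as a block.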

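Metallothioneins, small proteins that bind zinc and copper and are induced by metals and oxidative stress, moved upward as a group after surgery (adjusted p = 0.000268 from camera, adjusted p = 0.0834 with an estimated correlation). Of 5 tested members, 4 were higher when adjusted over the list alone, over the 9 patients and over all 10. MT1X was at 22.3 ± 7.55 CPM at baseline and 48.4 ± 15.5 CPM after surgery (SD, 9 patients), a log2 fold change of 1.11 (standard error 0.240, adjusted p = 0.154 from edgeR, 0.00720 from DESeq2), and MT2A had a log2 fold change of 1.46 (standard error 0.350). Of 30 tested genes induced by hypoxia through HIF, 5 were higher and 0 lower when adjusted over the list alone, among them SLC2A3, PFKFB3, HMOX1 and BHLHE40, and DESeq2 called 3 higher over all genes. EdgeR called 0 metallothioneins and 0 of the hypoxia genes over all genes tested over the 9 patients, with 4 and 9 higher at an unadjusted p under 0.05. Of the 11 genes Table 1 lists under oxidative stress, hypoxia and radiation, 10 had enough counts, with log2 fold changes of 1.11 to 3.35. CHAC1, an enzyme that degrades glutathione, was at the top with 3.35, TIPARP, a target of the aryl hydrocarbon receptor, had 1.25, and RASD1, a RAS-related protein induced by glucocorticoids, had 2.96. DESeq2 called 11 of these 11 genes higher over the 9 patients and 10 over all 10, and as genes chosen by the study on these libraries they are not independent evidence.
The hypoxia genes moved upward as a group too, with an adjusted p from camera of 2.63e-05 (adjusted p = 0.0729 with an estimated correlation). Taking all 10 patients, the values for metallothioneins and hypoxia genes were 0.000501 and 1.42e-05 (adjusted p = 0.116 and 0.0356 with an estimated correlation), and 6 hypoxia genes were higher when adjusted over the list alone. Only 3 metallothioneins and 4 hypoxia genes were with the patient as a block, without MT1M, HMOX1 and BHLHE40, and the log2 fold changes of CHAC1 and RASD1 were 2.02 and 2.17. With an estimated correlation the hypoxia list did not pass with the patient as a block (adjusted p = 0.166 over the 9 patients, 0.104 over all 10) or without the baseline libraries of patients 5 and 8 (0.0663). Patient 1 had a log2 difference of -0.15 for MT1X, 0.04 for MT2A and -1.13 for CHAC1. Including patient 1, the log2 fold change of CHAC1 was 3.10 and that of RASD1 2.81, and without patient 5 these were 1.74 and 1.97.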

**Table 1:** Annotated list of genes upregulated in TKA with tourniquet

Gene	*P*_adj_	Pathway/Function
Cell stess‐‐MAPK		
FOSL2	1.68E‐06	Transcriptio factor activated by MAPK, oxidative stress
CEBPD	0.0116525	bZIP transcriptio factor involved in inflammation; apoptosis
CYR61	0.0125334	ECM protein involved in integrin binding; MAPK, FAK, paxillin, and Rac signaling
GADD45B	0.0157925	p38/JNK, MAPK inducible; apoptosis
GPR4	0.0262557	G‐protein coupled receptor; PTX sensitive; interacts with p38 MAPK
MAP3K8	0.030141	Stress activated; activates fos and jun
DUSP5	0.0427241	Negative regulator of MAPK
Cell stress‐‐JNK		
PIM1	1.36E‐05	Ser/thr kinase that binds STAT3/STAT5
CXCL2	0.0001392	Chemokine induced by NFkB and JNK
CCL2	0.0157925	NFkB inducible chemokine; chemotactic for monocytes, basophils
GADD45B	0.0157925	p38/JNK, MAPK inducible; apoptosis
CXCL1	0.0181886	Oxidative stress‐inducible cytokine
PIM1	1.36E‐05	Ser/thr kinase that binds STAT3/STAT5
Cell stress‐‐JAK‐STAT		
PIM1	1.36E‐05	Ser/thr kinase that binds STAT3/STAT5
CEBPD	0.0116525	bZIP transcription factor induces inflammation; apoptosis
CISH	0.0173316	SH2‐domain protein; STAT inhibition, cytokine‐inducible negative regulators of cytokine signaling
SOCS3	0.0181886	Negative regulation of cytokine signaling; STAT inhibition
Cell stress‐‐NFkB		
CXCL2	0.0001392	NFkB inducible chemokine
BCL3	0.009318	B cell proto‐oncogene and transcription factor that interacts with NFkB, fos, jun
CCL2	0.0157925	NFkB inducible; chemotactic for monocytes, basophils
FRMD8	0.0157925	FERM domain containing cytoskeletal protein, interacts with iKB
MT1A	0.015942	Metalotheionein involved in zinc metalation of carbonic anhydrase
CXCL1	0.0181886	Oxidative stress inducible chemokine
NFKBIZ	0.0182906	Inhibitor of NFkB
HES1	0.019757	bHLH transcription factor that interacts with sirtuin
GPR56	0.0198688	G‐protein coupled receptor that interacts with NFkB, mTOR
TNFRSF1A	0.029797	TNF receptor, activates NFkB, anti‐apoptotic proteins BCL‐2 interacting
PTX3	0.0380791	Complement‐dependent inflammation; activated by NFkB, jun, fos
Cell stress‐‐Akt		
NEDD9	0.018291	Crk‐associated substrate family protein that interacts with T cell receptor interaction; Integrin to Akt signaling
NFIL3	0.018789	Transciption factor that regulates IL3 transcription
RGS16	0.0220731	Regulator of G protein signaling; blocks mTOR,PIP3, Akt autophagy suppression
Cell stress‐‐p53		
GADD45B	0.015792	p38/JNK, MAPK inducible; apoptosis
KDM6B	0.015792	Lysine‐specific histone demethylase that regulates Wnt signaling
PLK3	0.0181886	Polo‐like kinase that interacts with p53; cell cycle
CDKN1A	0.0181886	Cyclin‐dependent kinase inhibitor controlled by p53
SIPA1L1	0.0377431	p53 degration
Cell cycle		
ETS2	0.0157925	ETS transcription factor interacts with c‐jun, CDK10
MYC	0.0279383	Nuclear protein; cell cycle, apoptosis, cell transformation
Cholesterol regulation		
CH25H	0.0064543	Cholesterol hydroxylase cleaves cholesterol in ER; IFN inducible
LDLR	0.0157925	Mediates endocytosis of LDL
Complement and coagulation		
HBB	0.0181886	Interacts with hemoglobin, alpha 1
SERPINE1	0.0194836	Serine protease that regulates fibrinolysis
PTX3	0.0380791	Complement‐dependent inflammation; activated by NFkB, jun, fos
Early response genes		
APOLD1	0.0157925	Early response endothelial apolipoprotein
ZFP36L1	0.0181886	Early response gene; zinf finger transcription factor
Glucose regulation		
SLC2A3	5.548E‐05	Glucose transporter involved in glucose regulation
PFKFB3	0.0004144	Glucose regulation, regulates CDK, cell cycle
Hypoxia/Oxidative stress inducible		
FOSL2	1.68E‐06	Transcription factor involved in MAPK
MAFF	0.0055774	bZIP transcription factor; binds NRF2 transcription factor for nuclear transport, competes with FOS for antioxidant response element binding
MT1X	0.0095178	Metallothionein
MT2A	0.0157925	Metallothionein; interacts with PD1
CXCL1	0.0181886	Oxidative stress inducible cytokine
MAT2A	0.0181886	Hypoxia‐induced, HIF‐dependent methionine adenosyltransferase II, alpha
RASD1	0.0220731	Oxidative stress inducible small GTPase involved in iron uptake regulation
PDE4B	0.0256044	Hypoxia inducible cAMP specific phosphodiesterase
MAP3K8	0.030141	Stress‐activated kinase; activates fos and jun
TIPARP	0.0370331	Oxidative stress inducible poly(ADP‐ribose) polymerase
CHAC1	0.0392172	Oxidative stress; degrades glutathione, apoptosis‐related transcription factors regulate
Immune cell regulation		
EGR3	0.0093178	Transcription factor that controls B and T cell proliferation
ZC3H12A	0.0157925	RNase involved in immune response, Toll‐like receptor responsive; mRNA decay
NEDD9	0.0182906	Crk‐associated substrate family; T cell receptor interaction; Integrin to Akt signaling
MMP19	0.0220731	Metalloproteinase; Th cells surface marker
CD83	0.0297967	T cell activation
TNFRSF1A	0.0297967	TNF receptor, activates NFkB, anti‐apoptotic proteins BCL‐2 interacting
SERPINB9	0.0440829	Serine protease inhibitor protects mast cells against apoptosis
Wnt signaling		
CSRNP1	0.0116525	Nuclear protein induced by axin1 (Wnt); induces apoptosis
KDM6B	0.0157925	Lysine‐specific histone demethylase that regulates Wnt signaling
GJA1	0.0181886	Gap junction protein that regulates cell communication; connexin; Wnt target gene

Besides the pathways mapped above, genes from our dataset clustered to several other categories. These included glucose regulation, early response genes, genes that regulate immune cell differentiation and activation, and regulators of the Wnt signaling pathway (Table 1).

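Early response genes, which are transcribed within minutes of a stimulus, moved upward as a group after surgery (adjusted p = 3.84e-19 from camera, adjusted p = 0.0834 with an estimated correlation), and with the patient as a block the list also passed with an estimated correlation (adjusted p = 0.0271, 0.0367 over all 10 patients). Of 24 tested genes of a list of such genes, 20 were higher and 0 lower when adjusted over the list alone over the 9 patients, all 24 had a positive log2 fold change (median 1.72), and FOSL2 was the 1 called over all genes by edgeR. EGR1, a zinc finger transcription factor, had a log2 fold change of 3.82 (standard error 0.925, adjusted p = 0.154 from edgeR). APOLD1, an early response gene of endothelial cells, and ZFP36L1, which promotes the decay of messenger RNA, had 1.84 and 1.15. Among the glucose genes, PFKFB3, whose product makes an activator of glycolysis, was at 288 ± 246 CPM at baseline and 1457 ± 996 CPM after surgery (SD, 9 patients), a log2 fold change of 2.34 (standard error 0.474, adjusted p = 0.126 from edgeR, 0.000482 from DESeq2). Of 24 tested genes of glycolysis and glucose transport, SLC2A3 and PFKFB3 were the 2 higher when adjusted over the list alone, and the median log2 fold change was 0.07. Among the immune genes, ZC3H12A, a ribonuclease that limits inflammation, had 2.22 and CD83, a marker of activated dendritic cells, 2.12. Of 10 tested Wnt targets, 2 had a positive log2 fold change (median -0.24), and 1 was higher and 1 lower when adjusted over the list alone. The lower was DKK2, an inhibitor of Wnt signaling, the higher was GJA1, the gap junction protein connexin 43, with 1.34, and CSRNP1, which Table 1 also lists under Wnt, had 1.55.
As groups, the glycolysis list had an adjusted p from camera of 0.0788 and the Wnt list of 0.197 (adjusted p = 0.251 and 0.422 with an estimated correlation). Over all 10 patients the early response, glycolysis and Wnt lists had 2.86e-21, 0.0489 and 0.248 (adjusted p = 0.0637, 0.219 and 0.545 with an estimated correlation), and 19 early response genes were higher when adjusted over the list alone, 20 with the patient as a block, while DKK2 no longer passed over its list, with or without the block. With the patient as a block the glycolysis list had an adjusted p from camera of 0.0748 over all 10 patients (adjusted p = 0.202 with an estimated correlation), and without the library of patient 3 after surgery it had 0.158, while the early response list then passed with an estimated correlation (0.0427). Patient 1 had a log2 difference of 3.47 for EGR1 and -0.36 for PFKFB3, and over all 10 patients the log2 fold change was 3.80 for EGR1, 2.45 without patient 3 and 2.70 with the patient as a block, and 2.28 for PFKFB3.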

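Of the 72 genes in the paper's list of significant genes, 69 were higher and 3 lower after surgery in the paper's own values. Among the 60 with enough counts for edgeR, each had the same direction here, over the 9 patients and over all 10. The 57 tested among the 69 higher genes had log2 fold changes of 0.71 to 4.60 over the 9 patients (median 2.08) and of 0.61 to 4.41 over all 10 (median 1.92). Of the 69, 61 were higher in at least 8 of the 9 patients and 36 in all 9, and 50 were higher in patient 1. The 3 lower genes were SLC5A3, a transporter of myo-inositol, an osmolyte, FAM171A1, a membrane protein, and AARS2, the mitochondrial alanyl-tRNA synthetase. SLC5A3 was at 15.4 ± 5.61 CPM at baseline and 8.30 ± 1.98 CPM after surgery (SD, 9 patients), a log2 fold change of -0.88 (standard error 0.220, adjusted p = 0.154 from edgeR, 0.0157 from DESeq2), and it was higher in 0 of 9 patients. FAM171A1 and AARS2 had log2 fold changes of -1.18 and -1.61, and each was higher in 1 of 9. In patient 1 the log2 differences of these 3 genes were 0.01, -0.37 and 0.12.
EdgeR called 2 of the 72 genes over the 9 patients and 3 over all 10, and DESeq2 called 72 and 68, but the study chose the list on these libraries, so neither count is independent evidence. Across all 10 patients the log2 fold change of AARS2 was -1.47, and it was -0.62 without the baseline libraries of patients 5 and 8.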

A complete set of genes that were upregulated is presented in Table S1.

## Discussion

During TKA, muscle cells are subjected to prolonged oxygen deficiency that alters cell metabolism in order to reduce energy (ATP) demand and maintain cell homeostasis until blood flow is restored. We have recently reported on alterations in cell signaling pathways indicating a decrease in cap‐dependent translation initiation and elongation (Ratchford et al. 2012), an upregulation of stress‐activated protein kinases (JNK) and catabolic activation involving MuRF1 and MAFbx (Bailey et al. 2012), as well as induction of all three branches of the unfolded protein response (UPR) occurring due to endoplasmic reticulum (ER) stress. Our objective with this study was to obtain biopsy tissue at a later time point (2–3 h posttourniquet let down) in order to extend chronologically the effects of TKA on muscle cell metabolism in older adults during and immediately after surgery.

Our previous studies demonstrated that anabolic signaling was downregulated, presumably to conserve ATP for cellular processes critical to maintaining viability until blood flow and proper oxygen concentration are restored. Further, we have shown that significant cell and ER stress is occurring that may lead to apoptosis or overt cell death. As such, our findings that all three types of muscle cells (Type I, IIa, and IIx) become swollen, as measured by an increase in CSA, within 3 h of surgery, suggest energy levels failed to meet the demands of the Na/K pump and cellular osmolarity was not maintained. The increase in area can be explained by alterations in osmotic gradients, which favor an inward deflection of water from the extracellular space into the cytosol.

To gain a greater understanding of the tissue level changes observed and to detect underlying molecular changes that may contribute to muscle atrophy, we analyzed gene expression profiles following surgery with tourniquet. In fact, our NextSeq data revealed the activation of several cell stress‐related pathways including MAPK, JNK, JAK‐STAT, NFkB, Akt, and p53. 

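Per patient, the JAK-STAT, p53, MAPK feedback and NFkB lists were scored as the mean log2 CPM of their tested genes, and the baseline score was taken from the score after surgery. The JAK-STAT score was higher after surgery in 9 of 9 patients, with a mean difference of 0.67 ± 0.34 (SD). The p53 score was higher in 9 of 9 patients, by 0.53 ± 0.41, and the MAPK feedback score in 9 of 9, by 0.56 ± 0.40. The exact paired permutation test, two-sided, gave p = 0.00391 for each of these 3 scores, the smallest p that 9 patients allow, and an adjusted p of 0.0219 over 28 scores. The NFkB score was higher in 7 of 9 patients, with a mean difference of 0.78 ± 0.82 (exact permutation p = 0.0156, adjusted p = 0.0486). The largest NFkB differences were 2.32, 1.73 and 1.07 in patients 3, 6 and 9, and without patients 3 and 6 the mean was 0.43 ± 0.46, higher in 5 of 7 (exact permutation p = 0.0625), while the other 3 scores stayed higher in 7 of 7. Patients 3, 6 and 9 also had the largest rises in the neutrophil score, at 2.54, 6.88 and 2.91, and patient 4, at -2.66, the largest fall. Over the 9 patients the changes in the NFkB and neutrophil scores had r = 0.613 (permutation p = 0.081, adjusted p = 0.324 over 4 scores, rho = 0.683, adjusted p = 0.201) and r = 0.857 without patients 4 and 6. For the JAK-STAT, p53 and MAPK feedback scores r was 0.386, 0.092 and 0.29. Without patients 4 and 6 these were 0.663, 0.283 and 0.16. Whether neutrophils are a source of the NFkB score is left open. With patient 1 included, the mean differences were 0.62 ± 0.35, 0.52 ± 0.39, 0.53 ± 0.39 and 0.74 ± 0.79 in the same order, with 10, 10, 10 and 8 of 10 patients higher and adjusted permutation p values of 0.0109 for the first 3 and 0.0243 for NFkB. Patient 1 had differences of 0.22, 0.42, 0.24 and 0.35. These 4 scores, the means without patients 3 and 6 and the relation to the neutrophil score were chosen for testing after the data were seen.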

Older subjects are, therefore, clearly capable of mounting a significant stress response following surgery. Although this response certainly plays a short‐term protective role following surgery, long‐term activation of this response can contribute to muscle atrophy. For example, JUNB and PIM1, two cell stress‐responsive genes upregulated in our study, interact with FOXO3a, a key component of the proteasomal degradation pathway and thus a potential factor in muscle atrophy in our study population. Furthermore, AKT and JNK also influence FOXO3a activity, and are regulated by factors in our dataset such as the inflammatory cytokines CXCL2, CXCL1, and CCL2. In addition, MuRF1, a key component of the proteasomal degradation pathway, is regulated by NFkB (in addition to FOXO3a), which is regulated by several molecules in our dataset including NFKBIZ, CYR61, KDM6B, MT1M, TNFRSF1A, HES1, and BCL3. Therefore, our gene expression analysis shows that TKA with tourniquet induces expression of the molecular components of muscle atrophy.

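JUNB, a transcription factor of the AP-1 family, was higher after surgery in 9 of 9 patients, and FOXO3, the transcription factor FOXO3a, in 4 of 9. JUNB (ENSG00000171223), on chromosome 19 of GRCh38 from 12791496 to 12793315, was at 17.4 ± 23.4 CPM at baseline and 156 ± 220 CPM after surgery (SD, 9 patients). Its log2 fold change was 3.21 (standard error 0.790, adjusted p = 0.154 from edgeR, 0.0114 from DESeq2). FOXO3 (ENSG00000118689), on chromosome 6 of GRCh38 from 108559835 to 108684774, was at 133 ± 39.3 CPM at baseline and 111 ± 37.6 CPM after surgery with a log2 fold change of -0.27 (standard error 0.225, adjusted p = 0.683 from edgeR). With all 10 patients, the log2 fold change was 3.24 for JUNB (adjusted p = 0.118 from edgeR) and -0.21 for FOXO3 (adjusted p = 0.763 from edgeR). Patient 1 had log2 differences of 3.60 and 0.49. The transcript level of FOXO3 does not measure the activity of its protein. Taking all 10 patients, the log2 fold change of JUNB was 2.52 without patient 3 and 3.98 without patient 6.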

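CXCL2 and CXCL1, chemokines that attract neutrophils, and CCL2 were higher after surgery in 9 of 9 patients. CXCL2 (ENSG00000081041), on chromosome 4 of GRCh38 from 74097035 to 74099293, was at 1.90 ± 1.28 CPM at baseline and 24.0 ± 40.4 CPM after surgery (SD, 9 patients), a log2 fold change of 3.59 (standard error 0.733, adjusted p = 0.126 from edgeR, 0.000950 from DESeq2). CCL2 was at 7.63 ± 6.52 CPM at baseline and 184 ± 359 CPM after surgery, with a standard error of 0.957 on its log2 fold change (adjusted p = 0.131 from edgeR, 0.00822 from DESeq2). CXCL1 had too few counts for edgeR, at 0.141 ± 0.172 CPM at baseline and 7.37 ± 12.4 CPM after surgery, and DESeq2 gave a log2 fold change of 5.49 (adjusted p = 0.00163). Of 11 tested cytokines and chemokines, CXCL2 and CCL2 were the 2 higher when adjusted over the list alone, and DESeq2 called 6 of 33 higher. Including patient 1, the log2 fold changes from edgeR were 3.65 for CXCL2 (adjusted p = 0.0625) and 4.41 for CCL2 (adjusted p = 0.0817), and DESeq2 called 7 of 33 list members. Patient 1 had log2 differences of 4.52 for CXCL2, 0.89 for CCL2 and 1.65 for CXCL1.
As a group the list did not pass camera's test (adjusted p = 0.469 over the 9 patients, 0.412 over all 10). With the patient as a block it moved upward, with an adjusted p from camera of 0.0245 over the 9 patients and 0.028 over all 10 (adjusted p = 0.43 and 0.369 with an estimated correlation). Over all 10 patients the log2 fold changes were 2.71 for CXCL2 and 2.93 for CCL2 without patient 3, and 2.59 for CCL2 with the block.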

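NFKBIZ, a nuclear regulator of NFkB, CYR61, a matricellular protein, and KDM6B, a histone demethylase, were each higher after surgery in 9 of 9 patients, as was TNFRSF1A. NFKBIZ (ENSG00000144802), on chromosome 3 of GRCh38 from 101827991 to 101861022, was at 2.09 ± 1.64 CPM at baseline and 9.08 ± 8.0 CPM after surgery (SD, 9 patients), a log2 fold change of 2.11 (standard error 0.541, adjusted p = 0.154 from edgeR). CYR61 and KDM6B had log2 fold changes of 2.39 (standard error 0.589) and 1.46 (standard error 0.338), with adjusted p values of 0.00720 and 0.0101 from DESeq2. HES1, a repressor induced by Notch signaling, had 1.5 (standard error 0.380) and was higher in 7 of 9 patients, and BCL3 was higher in 8 of 9. MT1M, a metallothionein, was at 4.08 ± 2.23 CPM at baseline and 15.6 ± 16.8 CPM after surgery, a log2 fold change of 1.94 (adjusted p = 0.296 from edgeR, 0.0666 from DESeq2), and was higher in 6 of 9 patients. Metallothionein genes are close copies of each other, and reads that fit several of them may have been left out with those that did not align uniquely. TRIM63, which encodes MuRF1, a ubiquitin ligase of muscle, was at 292 ± 176 CPM at baseline and 484 ± 395 CPM after surgery, a log2 fold change of 0.73 (standard error 0.405, adjusted p = 0.523 from edgeR, 0.506 from DESeq2), with 6 of 9 patients higher.
Across all 10 patients the log2 fold changes were 2.16 for NFKBIZ, 2.30 for CYR61, 1.35 for KDM6B, 1.49 for HES1, 1.92 for MT1M and 0.68 for TRIM63. Patient 1 had differences of 2.45, 1.54, -0.57, 1.25, 1.37 and -0.23 in the same order. With the patient as a block NFKBIZ rose over all 10 patients (adjusted p = 0.00504 from edgeR), and MT1M and BCL3 had log2 fold changes of 1.26 and 1.63. The log2 fold change of CYR61 was 1.53 without patient 3.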

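FBXO32, which encodes MAFbx (atrogin-1), a ubiquitin ligase of atrophying muscle, was at 972 ± 311 CPM at baseline and 1008 ± 196 CPM after surgery (SD, 9 patients). Its log2 fold change was 0.05 (standard error 0.188, adjusted p = 0.941 from edgeR), and it was higher in 5 of 9 patients. Of 25 tested genes of muscle atrophy, a list that holds FBXO32, TRIM63, FOXO3 and other ubiquitin ligases and regulators, 13 had a positive log2 fold change over the 9 patients, with a median of 0.04. EdgeR called 0 of the 25, also when adjusted over the list alone, with 1 higher and 2 lower at an unadjusted p under 0.05, and DESeq2 called 0. Of 30 tested subunits of the proteasome, which degrades ubiquitin-tagged proteins, 12 had a positive log2 fold change, with a median of -0.05. EdgeR and DESeq2 each called 0 of them, with 4 lower and 0 higher at an unadjusted p under 0.05 from edgeR. The atrophy score per patient, the mean log2 CPM of its tested genes, differed by 0.05 ± 0.20 (SD), higher in 6 of 9 patients (exact paired permutation test, adjusted p = 0.587).
As groups, the atrophy list had an adjusted p from camera of 0.894 and the proteasome list of 0.0804 (adjusted p = 0.937 and 0.422 with an estimated correlation). With patient 1 included, these were 0.907 and 0.0294, the proteasome list moving downward (adjusted p = 0.371 with an estimated correlation, 0.151 with the preset one without the library of patient 6 after surgery), and the median of the atrophy list was -0.02. With all 10 patients, edgeR and DESeq2 again called 0 genes of either list, with 1 higher and 2 lower in the atrophy list and 5 lower in the proteasome list at an unadjusted p under 0.05 from edgeR. FBXO32 then had a log2 fold change of 0.03 (adjusted p = 0.970 from edgeR), which was negative without any 1 of patients 2, 4, 7 and 10, with -0.05 as the lowest value, and its difference in patient 1 was -0.27.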

A hallmark of ischemia reperfusion injury is complement activation. Ischemia alone does not cause visible injury at the tissue level; however, it is thought that underlying molecular changes occur during ischemia that prime the tissue for injury following reperfusion. Although the full repertoire of factors that underlie these changes has yet to be characterized, the recruitment of IgM and associated complement factors is central to the process. While changes in tissue may elude visual detection, underlying invisible molecular signatures of these processes can be deduced by measuring gene expression with next generation sequencing methods. Our NextSeq data from patients following TKA with tourniquet revealed that genes related to complement activation such as HBB, SERPINE1, and PTX3 were upregulated, suggesting that the complement system is being recruited in these subjects. Furthermore, it is thought that oxidative stress contributes to complement activation, and our data set included several genes related to oxidative stress, most notably FOSL2, MAFF, CXCL1, and MAT2a. Therefore, we provide evidence that TKA with tourniquet induces changes in gene expression consistent with ischemia reperfusion injury.

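HBB, the beta chain of hemoglobin, and PTX3, a pattern recognition protein that binds complement factor C1q, had higher mean levels after surgery. HBB (ENSG00000244734), on chromosome 11 of GRCh38 from 5225464 to 5229395, was at 722 ± 755 CPM at baseline and 8920 ± 14263 CPM after surgery (SD, 9 patients), a log2 fold change of 3.63 (standard error 0.888, adjusted p = 0.154 from edgeR, 0.00720 from DESeq2), and was higher in 8 of 9 patients. HBA1 and HBA2, which encode the alpha chain, had log2 fold changes of 3.91 and 3.43. They are near-identical copies, so reads that fit both may have been left out with those that did not align uniquely. PTX3 (ENSG00000163661), on chromosome 3 of GRCh38 from 157436789 to 157443628, had too few counts for edgeR, at 0.357 ± 0.337 CPM at baseline and 4.29 ± 6.99 CPM after surgery. DESeq2 gave a log2 fold change of 3.49 for PTX3 (adjusted p = 0.0229), and it was higher in 7 of 9 patients. Taking all 10 patients, the log2 fold change of HBB from edgeR was 3.59 (adjusted p = 0.124). Patient 1 had log2 differences of 0.62 for HBB and 1.05 for PTX3.
S100A8, which encodes an abundant protein of neutrophils, had a log2 fold change of 4.40 (standard error 1.13) over the 9 patients and 4.37 over all 10. Including patient 1, the log2 fold change of HBB was 2.50 and that of S100A8 2.06 without patient 6, and those of HBA1 and HBA2 were then 2.03 and 1.85. In the fit with the patient as a block, the log2 fold changes over all 10 patients were 2.30 for HBB, 1.56 for HBA1, 1.48 for HBA2 and 2.41 for S100A8.

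**Figure D2:**
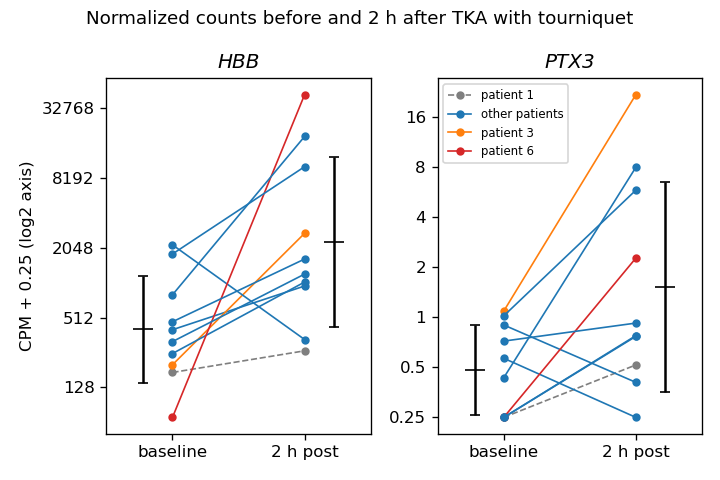
Levels of HBB and PTX3 in CPM plus 0.25 on a log2 axis at baseline and 2 h after surgery, with 1 line per patient joining both libraries (patient 1 gray and dashed, patient 3 orange, patient 6 red, the others blue) and black bars giving the mean ± SD of the log2 values over 10 patients. HBB is higher after surgery in 9 of 10 patients and PTX3 in 8 of 10.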

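MAFF, a small MAF transcription factor that pairs with NRF2, and MAT2A, which makes the methyl donor S-adenosylmethionine, were higher after surgery in 9 of 9 patients. MAFF was at 1.94 ± 1.22 CPM at baseline and 13.4 ± 18.9 CPM after surgery (SD, 9 patients), a log2 fold change of 2.74 (standard error 0.623, adjusted p = 0.154 from edgeR, 0.00298 from DESeq2). MAT2A was at 82.9 ± 34.6 CPM at baseline and 196 ± 109 CPM after surgery, a log2 fold change of 1.24 (standard error 0.303, adjusted p = 0.154 from edgeR, 0.0155 from DESeq2). Of 20 tested targets of NRF2, the transcription factor that answers oxidative stress, 12 had a positive log2 fold change over the 9 patients, with a median of 0.06. EdgeR called 0 of the 20, also when adjusted over the list alone, with 1 higher and 1 lower at an unadjusted p under 0.05, DESeq2 called 0, and the list had an adjusted p from camera of 0.729. Over all 10 patients edgeR and DESeq2 again called 0, with 1 at an unadjusted p under 0.05 from edgeR, and the adjusted p from camera was 0.532. The log2 fold changes were then 2.74 for MAFF and 1.10 for MAT2A, with differences of 2.29 and -0.48 in patient 1. Without patient 3 that of MAFF was 1.84.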

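The genes that the paper lists as higher were higher after surgery as a group in every patient. Their score, the mean log2 CPM of the tested genes without HBB, differed by 1.71 ± 0.74 (SD) between both biopsies of a patient and was higher after surgery in 9 of 9 patients (exact paired permutation test, two-sided, p = 0.00391, adjusted p = 0.0664 over 17 scores). Across all 10 patients it differed by 1.60 ± 0.77 and was higher in 10 of 10 (permutation p = 0.00195, the smallest that 10 patients allow, adjusted p = 0.0332), with 0.70 in patient 1. The study chose these genes on the same libraries, so their score is not independent evidence. The hemoglobin score, the mean log2 CPM of HBA1, HBA2 and HBB, differed by 2.15 ± 3.79 over the 9 patients and 2.03 ± 3.59 over all 10, and was higher in 7 of 9 and 8 of 10 (exact permutation p = 0.117 and 0.0977), with 1.03 in patient 1. With patient 1 included, the change in the hemoglobin score went with that of 21 neutrophil markers, 19 of them with too few counts for edgeR (Pearson's r = 0.987, permutation p = 1e-05, the smallest the permutations give, adjusted p = 4e-05 over 4 relations, Spearman's rho = 0.976, r = 0.961 without patients 4 and 6). With the change of the Table S1 genes its r was 0.336 (permutation p = 0.327, adjusted p = 0.433, rho = 0.212), and r was 0.755 without patients 4 and 6. Over the 9 patients these r were 0.987 and 0.326.
The paper reasons that complement activation marks ischemia reperfusion injury, that genes related to complement were upregulated, and that oxidative stress, to which several genes of its list are related, is thought to contribute to complement activation. From this it presents evidence that surgery with tourniquet brings changes in gene expression compatible with ischemia reperfusion injury. The paper adds that it had no patients with surgery alone or with a tourniquet alone, so that the contribution of surgery itself cannot be ruled out.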

A limitation of this study was that our clinical population did not include patients that received surgery without tourniquet or subjects who were administered tourniquet, but did not receive surgery. Thus, we cannot rule out that surgery was a significant or the sole contributor to changes in gene expression independent of tourniquet. However, the transcriptional response profile we observe is consistent with ischemia reperfusion injury, a response tourniquet application would logically be thought to induce. For this reason, although further studies are needed to tease apart the individual contributions of tourniquet and surgery, we feel these results are consistent with our conclusion that tourniquet application may prime older patients for ischemia reperfusion injury.

In conclusion, while further work is needed in order to measure the changes at later time points as well as following an anabolic stimulus, such as essential amino acid ingestion (Dreyer et al. 2008), we interpret the current findings as suggesting that tourniquet use may initiate proximate signals that initiate a cascade of events leading to the muscle loss that is evident within 2 weeks of surgery (Dreyer et al. 2013).

## Conclusions

Within the next two decades, the total number of TKAs performed annually in the U.S., is projected to increase to 3.5 million (Kurtz et al. 2011). Tourniquet is used in the overwhelming majority of TKA surgeries; however, our data suggest that tourniquet use may lead to tissue damage. Furthermore, we show that TKA patients initiate transcription of IR‐injury‐related genes, suggesting that tourniquet may induce underlying changes that may prime the tissue for reperfusion injury and potential muscle loss. While TKA has proven to be an effective surgical remediation for chronic knee pain associated with OA, several studies have suggested that there is a long‐term inability to regain muscle mass in older adults following TKA (Finch et al. 1998; Walsh et al. 1998; Mizner and Snyder‐Mackler 2005; Mizner et al. 2005a *,* 2005b; Yoshida et al. 2008) and that atrophy is the greatest contributor to functional mobility impairments (Meier et al. 2008, 2009). As such, insight into proximate causes of atrophy following TKA, which occurs at a rate of 1% per day for 2 weeks after surgery (Dreyer et al. 2013), are warranted in view of the fact that current strategy exchanges OA‐induced chronic knee pain with muscle loss. Muscle atrophy following surgeries in older adults is likely permanent and has the added complication of accelerating sarcopenia. Sarcopenia progresses normally at a rate of 1% per year in older adults (Dreyer and Volpi 2005), and in the U.S. in 2000 was estimated to cost $18.5 billion (Janssen et al. 2004). Reducing the prevalence of sarcopenia by 10% could save $1.1 billion/year (Janssen et al. 2004). Thus, identifying factors that may limit loss, such as attenuating IR‐injury associated with tourniquet use, is warranted to ensure the best clinical outcome for patients. While there is no question that eliminating knee pain is the most appropriate course of action, further research is needed in order to promote muscle recovery or, better yet, prevent loss during this critical time so that chronic mobility impairments are reduced or eliminated.

## Data Availability Statement

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al. 2002; Barrett et al. 2013) and are accessible through GEO Series accession number GSE75432 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75432).

## Conflict of Interest

None declared.

## Supporting information

**Table S1.** Complete list of genes upregulated in TKA with tourniquet. Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Transcriptional profiling and muscle cross‐section analysis reveal signs of ischemia reperfusion injury following total knee arthroplasty with tourniquet
**Source:** Physiol Rep. 2016 Jan 5;4(1):e12671. doi: 10.14814/phy2.12671
**Supplement:** Supplementary file 2

Table S1. Complete list of genes upregulated in TKA with tourniquet.

How the deposited data were processed for this re-analysis (not part of the article)

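Biopsies of the vastus lateralis of 10 patients, of the 13 subjects in the study, were taken from the operated leg before surgery and after it, and the RNA of each biopsy was sequenced as 1 library, which gave 10 baseline libraries and 10 libraries after surgery. The paper reports an RNA quality number of at least 5.7 for the RNA used. The libraries were made with a QuantSeq 3′ kit and sequenced as 75 bp reads. From these reads the authors made a table per library of whole-number read counts per Ensembl gene, with no normalization and no pooling of replicates, and deposited these counts. The submitters' processing notes name CASAVA 1.8.2, STAR 2.4.0i, HTSeq 0.6.1 and the genome build GRCh38, and the release of the gene annotation is not given in the sources used here. The paper states that gene counts were limited to protein-coding genes, whereas the deposited counts cover all Ensembl gene types.

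Each table held 64253 gene rows and 5 summary rows that name no gene, such as reads outside annotated genes. The largest summary row in each library held reads that did not align uniquely. The summary rows held 30.8% to 57.3% of the counts of a baseline library (median 37.6%) and 33.3% to 58.4% of those of a library after surgery (median 37.1%), and they were left out of library sizes and tests. Gene types, symbols and coordinates were taken from GENCODE release 29 on GRCh38, which holds 56591 of the gene IDs, and the 7662 IDs outside it carried 0.169% of the gene counts. The analysis used the 19657 protein-coding IDs, which carried 92.1% to 96.3% of the gene counts of a library. Read counts without molecular identifiers are not counts of independent molecules, so the spread between patients, not counting error, was used for every test. The common biological coefficient of variation was 0.415, and the libraries from 2311580 gene counts upward gave 10487 genes with enough counts over all 10 patients.

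Counts were analysed in R 4.3.3. The test of libraries after surgery against baseline libraries was edgeR's quasi-likelihood test (edgeR 4.0.16), after TMM scaling and a filter on low counts (minimum count 10, minimum total count 15), with Benjamini-Hochberg adjustment and calls at an adjusted p under 0.05. It had no patient term, since the paper names none. The labels pair the libraries by patient, so the same test with the patient as a block was run beside it, and its values are given where they change a call. Over the genes tested, deviations from the group means correlated by 0.167 on average between both libraries of a patient (range -0.09 to 0.44) and by -0.015 over 90 pairs of different patients. The correlation was over 0.1 in 6 of 10 patients. In a check for mixed-up libraries, 0 of 10 patients had 2 libraries that did not match each other. The rule of this check replaced a first rule after that one had reported mismatches, and it cannot tell every pair of patients apart. Levels are CPM, counts relative to the library total after TMM scaling, and 0.25 CPM was added before taking log2 for genes below the filter.

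Alternatives to this test were DESeq2 1.42.0 with and without its prior on fold changes and with the patient as a block, limma-voom (limma 3.58.1) with and without the block, other scalings and filters on low counts, all gene types, a hemoglobin score as a covariate and leaving out each patient in turn. Of the settings reported, 27 were planned and 16 were added after the data were seen, among them those without patient 1 in DESeq2 or with the block, those without single libraries, limma-voom with library quality weights and edgeR's likelihood ratio test. Also tried once, and not in these counts, were edgeR's quasi-likelihood test in legacy mode and edgeR without several libraries at once. Adjusted p values that DESeq2 left undefined were kept so. Permutation tests and correlations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

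The tests were tried on simulated counts for the comparison of surgery against baseline, drawn from the means and sizes of the real libraries, with 200 genes changed, 50 for each log2 fold size. Over 10315 simulated genes edgeR recovered 64% of the genes changed by a log2 fold of 1, 90% at 2, 92% at 3 and 86% at 4, and 9 of its 175 calls were false. With the block it recovered 46% at 1, 90% at 2, 92% at 3 and 86% at 4, and 10 of 167 calls were false. DESeq2, over 10487 genes, recovered 70% at 1, 94% at 2 and 100% at 3 and 4, with 28 false calls of 210, and 39 of 218 with the block. Limma-voom recovered 54% at 1, 90% at 2, 92% at 3 and 86% at 4, with 11 false calls of 172. These rates hold for the simulated counts and cannot be read as the power in the real libraries. There edgeR called 1 of the 4 tested genes under Table 1's JNK heading, whose median log2 fold change was 4.05 over 9 patients. Recovery with libraries that stand apart, or with folds that differ between patients, was not tested.

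The 40 gene lists that do not come from the paper held early response genes, MAPK feedback, NFkB targets, cytokines and chemokines, JAK-STAT signaling and feedback, p53 targets, the BCL2 family and caspases, hypoxia, NRF2 targets, metallothioneins, the unfolded protein response, heat shock, muscle atrophy, the proteasome, autophagy, complement, coagulation and fibrinolysis, interferon-stimulated genes, glycolysis, oxidative phosphorylation, mitochondrially encoded genes, cholesterol synthesis and uptake, Notch targets, Wnt targets, ion, water and osmotic balance, glucocorticoid-induced genes, the circadian clock, slow fibers, fast fibers, myogenic and satellite cells and ribosomal proteins. The other lists were markers of red cells, neutrophils, monocytes and macrophages, T and NK cells, platelets, endothelium, fibroblasts, smooth muscle and pericytes, and adipocytes. Of 1087 genes in these lists and those of the paper, 1086 matched a gene ID. Lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the 37 lists with enough tested genes. The score of a list in a library is the mean log2 CPM of its tested genes, or of all 21 markers for neutrophils, 19 of which had too few counts for edgeR, and differences in scores were tested by an exact paired permutation test with 1024 sign flips over 10 patients and 512 over 9. Correlations over 10 patients used 100000 permutations.

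Genes were named by a rule that took every gene in the paper's text, Table 1, Figure 2 or Table S1, whose values in Table S1 had been seen, the 12 called genes with the largest change in each direction among those changed that way in at least 8 of 10 patients, and from each list up to 4 called members with the lowest p and up to 3 uncalled members with the highest mean count. For the fit with the patient as a block it took the 6 largest further calls in each direction. This gave 187 genes, of which the text gives values for a part. Results of 2 of the genes chosen for the text are not reported here. FOS and S100A9 fall outside the rule, as do list members named only as those that passed the test over a list alone, and they were chosen after their values were seen.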

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

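Of the tests in this part, the splits of the libraries with DESeq2, the line through the neutrophil scores and the fits without single libraries were chosen after the result was seen.

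The genes called higher after surgery were first set against chance. Exchanging both libraries of randomly chosen patients gave 100 splits, the real one included, and 2 of them had as many calls from edgeR as the real 3, with 3 as the highest other count, so that chance alone is excluded at this threshold for the count of calls. For the genes at an unadjusted p under 0.05 it is not excluded, since 24 of the 100 splits had at least the real 1114, up to 2049. With DESeq2, 4 of 100 splits had as many calls as the real 116, but the highest other split had 476, and with the patient as a block 2 of 100 splits had as many as the real 2, up to 3. In each case the highest was the split in which patients 2, 5 and 8 were exchanged, which points to a structure of the samples, and without the baseline libraries of patients 5 and 8 edgeR called 0 genes, with 719 at an unadjusted p under 0.05, and DESeq2 called 67 higher and 2 lower.

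HBB had a higher mean level after surgery, called by DESeq2 but not by edgeR, and its transcript is abundant in immature red cells. Red cells would bring the alpha chain genes by a similar amount, and the log2 change of HBB exceeded that of HBA2 by 0.69 on average (SD 1.52 over 10 patients), and that of HBA1 by 0.72 (SD 1.61), which is within the spread. The changes of HBB and HBA2 correlated over the 10 patients with r = 0.925, and those of HBB and HBA1 with r = 0.936. More red cells or reticulocytes in the biopsies after surgery are therefore a candidate explanation for HBB. Transcription of HBB within the muscle, which the design does not separate from this, was not tested.

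For the genes higher after surgery, the tables argue against blood in the biopsies as the whole cause, since with the hemoglobin score in the fit the median log2 fold change of FOSL2, PIM1 and SLC2A3 kept 97.8% of its value (79.0% at 1 standard error lower) and that of 56 higher genes of Table S1 other than HBB went from 1.92 to 1.59 (83.0%), although edgeR then called 0 genes, with 1084 at an unadjusted p under 0.05. The median of these 3 genes is the value of PIM1. The log2 fold changes of FOSL2, PIM1 and SLC2A3 went from 1.65 (standard error 0.283) to 1.63 (0.303), from 2.31 (0.421) to 2.26 (0.433) and from 3.04 (0.531) to 2.72 (0.528), and the adjusted p of each from edgeR rose to 0.0882 with these smaller folds and, for FOSL2 and PIM1, wider errors. Changes in the hemoglobin score and in the Table S1 genes had r = 0.336 over 10 patients, and 0.755 without patients 4 and 6. Blood as a part of the cause is therefore not excluded. A difference in depth is also argued against, with a mean log2 change in gene counts of 0.36 (SD 1.20, higher in 6 of 10 patients, permutation p = 0.445). Neutrophils or monocytes in the muscle or its vessels stay open as a part of the cause. With no filter on low counts, S100A8, S100A9 and LYZ had log2 fold changes of 4.30, 4.03 and 2.98. The called genes then had a median of 2.29. In the fit with the filter, S100A8 and LYZ had 4.37 and 3.06. Without the library of patient 6 after surgery these were 2.16 and 0.74. A line through the patients argues against these cells as the whole source. It gave the Table S1 genes a log2 rise of 1.51 (standard error 0.273) at no change of the score of 21 neutrophil markers. Of these markers 19 had too few counts for edgeR, and the rise was as large for the other 2, S100A8 and G0S2 (standard error 0.299). For the monocyte score it was 1.57 (standard error 0.282). The study chose the Table S1 genes on these libraries, so the line is not independent evidence. Surgery and tourniquet, which the design does not separate, remain as an untested biological explanation.

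Single libraries stood apart from the other 9 of their group in 19 of 160 groups of values tested, where chance gives about 8. The library of patient 8 after surgery had 50830315 gene counts (next highest 7339756) and 14482 genes detected (next 13856). Summary rows that name no gene held 57.3% of the counts in the baseline library of patient 8 (next 44.9%) and 58.4% in the library of patient 6 after surgery (next 40.1%). The latter library also had the highest hemoglobin share, 6.21% (next 1.96%), LYZ at a log2 CPM of 9.01 (next 5.27), SIPA1L1, a regulator of small GTPases, at 4.49 (next 2.81), and AARS2 as the lowest at -0.37 (next 0.81). The library of patient 3 after surgery was the highest for the early response score at 7.95 (next 6.21), MYC at a log2 CPM of 7.63 (next 4.52), ZFP36L1 at 9.52 (next 8.16) and DUSP5, a MAPK phosphatase, at 3.21 (next 1.35). At baseline, patient 5 had the lowest slow fiber score at 9.96 (next 10.89) and the highest ZFP36L1 at 7.57 (next 7.00), and patient 8 the lowest CISH at 0.003 (next 1.78) and MAFF at -1.89 (next 0.15). Baseline libraries also stood apart in patient 3 for CDKN1A at 0.61 (next 3.14), in patient 4 for S100A8 at 4.93 (next 2.56) and in patient 6 for FOS at 7.82 (next 4.31).

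Gene lists that the paper did not analyse moved as groups over all 10 patients by camera with a preset correlation. Glucocorticoid-induced genes moved upward with an adjusted p of 0.00136 (adjusted p = 0.321 with an estimated correlation). The 6 genes of this list that were higher when adjusted over it alone are also in other lists. Slow fiber genes moved downward with 0.00496 (adjusted p = 0.446 with an estimated correlation). Interferon-stimulated genes moved upward with 0.0178, and genes of the unfolded protein response with 0.0294 (adjusted p = 0.562 and 0.339 with an estimated correlation), but without the library of patient 6 after surgery the interferon list had 0.320, and without that of patient 3 the unfolded protein response 0.158. Subunits of the proteasome moved downward with 0.0294 and Notch targets upward with 0.0327 (adjusted p = 0.371 and 0.402 with an estimated correlation), and without the library of patient 6 after surgery these had 0.151 and 0.0657, Notch targets also 0.0870 without that of patient 3.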

How the results depend on the processing

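Fits without single libraries, fits without patient 1 other than edgeR's without the block, library quality weights and the likelihood ratio test were chosen after the results were seen. Over all 10 patients edgeR called 3 genes higher, FOSL2, PIM1 and SLC2A3, and 0 lower, 3 of them among the Table S1 genes. RLE size factors, upper quartile scaling, robust dispersions and the removal of hemoglobin and mitochondrial genes gave 3 higher and 0 lower as well, and the same 3 genes. With no filter, and with all gene types, 2 genes were called, FOSL2 and SLC2A3, and with 10 counts in every library 1, FOSL2, among 7569 genes. Total counts as scaling gave 0 calls (lowest adjusted p 0.0521), with 585 genes higher and 393 lower at an unadjusted p under 0.05, against 561 and 553 after TMM and 480 and 637 after upper quartile scaling. Leaving out 1 patient at a time gave 0 to 2 genes higher, 0 to 0 lower and 0 to 2 of the Table S1 genes, with fewer samples in the fit. With the patient as a replicate block 2 genes were higher (NFKBIZ and CXCL2) and 0 lower, and 2 of the Table S1 genes were called, with 867 genes at an unadjusted p under 0.05, and the block shared 0 calls with the fit without it. The paired fit by gene list changed 5 of 37 calls over all 10 patients. Coagulation, cytokines and monocyte markers then passed with 0.000944, 0.028 and 0.0375 (adjusted p = 0.21, 0.369 and 0.514 with an estimated correlation), and red cells and glycolysis no longer did, with 0.0711 and 0.0748. With the preset correlation the block changed no other camera call of a list over all 10 patients, nor another call over all genes of a gene the text names, whereas calls over a list alone did change, with 6 NFkB targets against 11. With the block, the fold of 17 of 60 genes the text names moved by over 1.5 times. With an estimated correlation in place of the preset one, 15 of the 16 lists called no longer passed, and hypoxia genes remained. With the block as well, hypoxia genes did not pass (0.104), and the early response and JAK-STAT lists did (0.0367 for each). The hemoglobin covariate gave 0 calls, without the block (1084 at an unadjusted p under 0.05, lowest adjusted p 0.0882) and with it (818, 0.0502).

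DESeq2 called 104 genes higher, 12 lower and 68 of Table S1, with its prior 88, 12 and 68, and with the block 97, 12 and 58. Limma-voom called 0 without the block (602 genes at an unadjusted p under 0.05), with it (813) and with quality weights (658). The likelihood ratio test called 106 higher, 12 lower and 55 of Table S1. Without patient 1, DESeq2 called 89 higher, 3 lower and 72 of Table S1. With the prior this was 76, 3 and 72, with the block 105, 10 and 59, and with both 120, 13 and 66. With the prior it was 69, 3 and 67 without outlier replacement, and 84, 3 and 72 without outlier replacement or removal. The block without patient 1 called 7 higher, 0 lower and 7 of Table S1. Without the baseline libraries of patients 5 and 8 edgeR called 0 (719 genes at an unadjusted p under 0.05) and DESeq2 67 higher, 2 lower and 49 of Table S1. Without both libraries of these patients edgeR called 1 gene, SLC2A3, and with the block 13 higher and 9 of Table S1. Leaving out a library after surgery gave 0 calls for patient 6 (898) and for patient 3 (1229), and 6 higher and 6 of Table S1 for patient 8. The cause of these changes was not tested.

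Of 60 genes the text names that edgeR tested, 60 kept their direction with the block, DESeq2, limma-voom and RLE size factors. FBXO32 was at -0.019 without patient 2, at -0.002 without 4, at -0.046 without 7 and at -0.004 without 10 (range -0.046 to 0.125), and HBA1 at -0.079 with the hemoglobin covariate, which is built from it. The fold of 24 of the 60 genes moved by over 1.5 times when 1 patient was left out. With the filter of 10 counts in every library 28 of the 60 had a value, all in the same direction. Of the 72 genes in Table S1, 12 had too few counts for edgeR at this depth.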

Differences from the paper's values

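The settings of DESeq2 without patient 1 were chosen after the values were seen. The paper states 72 differentially expressed genes at an adjusted p under 0.05, and edgeR over all 10 patients called 3. The base means of Table S1 fit 9 patients, without patient 1, and edgeR over these 9 called 2. Of the alternatives set before the data were examined, DESeq2 with its fold change prior, with 100 genes, is within 1.5 times the paper's number, and the others are not. The paper's Table S1 holds 69 genes higher and 3 lower, against 3 and 0 here over all 10 patients and 2 and 0 over the 9. For the higher genes DESeq2 with the prior, with 88, and DESeq2 with the patient as a block, with 97, are within 1.5 times, and for the lower genes no such alternative is. DESeq2 without patient 1 called 89 higher and 3 lower, 76 and 3 with the prior, 69 and 3 with the prior and no outlier replacement, and 84 and 3 with no outlier replacement or removal, all chosen after seeing the values. The first, the second and the last of these drop 0 of the paper's 72 genes, and the one with 69 higher drops 5.

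For 6 genes the text names, the log2 fold change from edgeR over all 10 patients differs from that in Table S1 by more than the SD of the log2 differences over the 10 patients, which is larger than the paper's standard error for each. The base means of Table S1 fit 9 patients, without patient 1, so the groups compared here differ. Over the 60 tested genes of Table S1, however, edgeR's median absolute difference was 0.421, and 0.491 without patient 1. DESeq2 without patient 1 differed by 0.658 over the 72 genes, and by 0.013 with its prior on fold changes. The difference from the paper's folds therefore went with the prior more than with patient 1. Over those 9 patients NFKBIZ, at 2.11, comes within its SD. The paper's value for CXCL2 is 2.09 and the value here 3.65, and the block (3.14), DESeq2 with the prior (1.78), DESeq2 with the block (3.11), limma-voom (2.79), the hemoglobin covariate (3.18) and leaving out patient 3 (2.71) come within the SD of 1.30. For NFKBIZ the paper has 1.44 and the value here is 2.16, with the block (2.12), the prior (1.48), DESeq2 with the block (2.12), limma-voom (1.84), the covariate (1.93) and leaving out patient 1, 3, 8 or 9 (2.11, 1.98, 2.12 and 2.11) within the SD of 0.70. For SOCS3 these are 1.57 in the paper and 3.54 here, with the block (3.26), the prior (1.56), DESeq2 with the block (3.22), limma-voom (3.08) and leaving out patient 3, 4 or 9 (3.14, 3.27 and 3.43) within the SD of 1.87. For GADD45B the paper has 1.30 against 4.39, with the block (2.68), the prior (1.71), DESeq2 with the block (2.62) and limma-voom (2.76) within the SD of 2.15. For CCL2 the paper has 1.61 against 4.41, with the block (2.59), DESeq2 (2.89), the prior (1.51), DESeq2 with the block (2.47), limma-voom (2.65) and leaving out patient 3 (2.93) within the SD of 2.35. For MYC the paper has 1.39 against 3.74, with the block (2.44), DESeq2 (1.94), the prior (1.30), DESeq2 with the block (2.31), limma-voom (2.11), the covariate (3.12) and leaving out patient 3 (1.99) within the SD of 1.799. For each of these genes the other alternatives set before the data were examined differ as well.

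Over the whole table, DESeq2 with the prior over all 10 patients gave 71 of the 72 log2 fold changes within the paper's standard error, with a median absolute difference of 0.10, and called 68 of them. Without patient 1, a setting chosen after seeing the values, it gave 70 within the standard error, with a median absolute difference of 0.01, and called all 72, dropping 0. Against the 3 of edgeR, the edgeR likelihood ratio test called 55 of the 72 genes of Table S1, DESeq2 68, DESeq2 with the block 58, and edgeR with the block 2 over all 10 patients and 7 without patient 1, the last and the likelihood ratio test chosen after seeing the values.

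The paper states that surgery with tourniquet induces components of muscle atrophy. Of 25 tested genes of the atrophy list edgeR and DESeq2 called 0, with 1 higher and 2 lower at an unadjusted p under 0.05 from edgeR over all 10 patients. Of 12 genes that its paragraph on atrophy names as upregulated, DESeq2 called 11 over all 10 patients, all but TNFRSF1A, and 11 over the 9, all but MT1M. EdgeR tested 11 of the 12, each with a positive log2 fold change, and called PIM1, and with the patient as a block CXCL2 and NFKBIZ over all 10 patients. FOXO3 and TRIM63, which that paragraph places downstream of these, and FBXO32, which Figure 2 adds, were not called by either tool. The paper states that genes related to complement were upregulated. HBB and PTX3, among its examples, had positive log2 fold changes and were called by DESeq2 over the 9 patients and over all 10, though not with the block over all 10, and of 18 tested genes of the complement list edgeR and DESeq2 called 0 over all 10 patients, with 1 at an unadjusted p under 0.05 from edgeR.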

Other observations

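The tests of lists over the 9 patients and without single libraries, the enrichment among the calls of DESeq2 and the scores of lists that are not cell type markers were chosen after the results were seen.

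Some genes of a list of glucocorticoid-induced genes were higher after surgery. Of 21 tested over the 9 patients, 16 had a positive log2 fold change (median 0.44). When adjusted over the list alone, 6 were higher and 1, ZBTB16, was lower. The higher ones were NFKBIA, ERRFI1, DUSP1, MT2A, MT1X and CEBPD. Each of these is also in the NFkB, MAPK feedback, metallothionein or JAK-STAT list, so the result is not specific to glucocorticoids. The list had an adjusted p from camera of 0.000291 (adjusted p = 0.251 with an estimated correlation). DESeq2 called 3 of 23, and 4 over all 10 patients. In the unfolded protein response, by which the endoplasmic reticulum answers misfolded proteins, 3 of 26 tested genes were higher and 0 lower when adjusted over the list alone, which were CHAC1, PPP1R15A, which lets translation resume after stress, and ERN1, a sensor of misfolded proteins, and the list moved upward with an adjusted p from camera of 0.0434 (adjusted p = 0.422 with an estimated correlation, 0.0501 with the patient as a block, and over all 10 patients 0.158 without the library of patient 3 after surgery). Of 11 Notch targets HES1 and HEY2, both repressors of transcription, were the 2 higher when adjusted over the list alone (adjusted p = 0.0602 from camera, 0.0327 over all 10 patients, adjusted p = 0.422 and 0.402 with an estimated correlation), and with the patient as a block the list moved upward over the 9 patients with 0.0238 (adjusted p = 0.263 with an estimated correlation), while over all 10 it did not pass without the library after surgery of patient 3 (0.0870) or of patient 6 (0.0657). Interferon-stimulated genes had positive log2 fold changes in 17 of 19 (median 0.78), with 0 called by edgeR, also over the list alone, 9 higher at an unadjusted p under 0.05 and 0 called by DESeq2, and an adjusted p from camera of 0.0325 (adjusted p = 0.709 with an estimated correlation). Their score rose by 2.59 in patient 6 and changed by -0.27 to 0.43 in each of the other 9 patients (exact paired permutation p = 0.133 over the 9 patients, 0.0918 over all 10, adjusted p = 0.196 and 0.135), and without the library of patient 6 after surgery the median over all 10 patients went from 0.66 to 0.08 and the list no longer passed (adjusted p = 0.320 from camera). Of 18 genes of coagulation and fibrinolysis 4 were higher and 1 lower when adjusted over the list alone, the higher ones including PLAU, THBS1 and THBD, which encodes thrombomodulin, with the protease inhibitor A2M as the lower one. As a group this list did not pass camera (adjusted p = 0.197, 0.0706 over all 10 patients) and moved upward with the patient as a block, with 0.00341 over the 9 patients and 0.000944 over all 10 (adjusted p = 0.263 and 0.21 with an estimated correlation). CHAC1, ERN1, PLAU, THBD and A2M no longer passed over their lists with the patient as a block over all 10 patients. Of the glucocorticoid-induced genes 5 were then higher and 0 lower. The log2 fold change of THBD was 1.15 with the block against 3.81 without it, and the latter was 1.81 without patient 3. Over all genes tested edgeR called 0 genes of these 5 lists, with 9 higher and 1 lower, 6 higher, 3 higher, 9 higher, and 5 higher and 2 lower at an unadjusted p under 0.05 in the order given here, and DESeq2 called 3, 2, 2, 0 and 3 higher.

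Of 10 slow fiber genes 1 had a positive log2 fold change over the 9 patients (median -0.24), and the list moved downward with an adjusted p from camera of 0.00493 (adjusted p = 0.422 with an estimated correlation), with 0 called by edgeR or DESeq2 and 3 lower at an unadjusted p under 0.05. MYH7, the slow myosin heavy chain, had a log2 fold change of -0.81 over the 9 patients (adjusted p = 0.422 from edgeR) and -0.72 over all 10, which was -0.45 without the baseline libraries of patients 5 and 8. Of 12 fast fiber genes MYH4, a fast myosin heavy chain, was the 1 higher when adjusted over the list alone (median of the list 0.19, adjusted p = 0.734 from camera). Of the genes of oxidative phosphorylation, 33 of 59 had a positive log2 fold change (median 0.03), of the mitochondrially encoded genes 11 of 13 (median 0.16), of the ribosomal proteins 36 of 60 (median 0.02) and of the myogenic and satellite cell genes 6 of 9 (median 0.04). EdgeR and DESeq2 called 0 genes of these 4 lists, with 4 lower, 0, 2 lower and 0 at an unadjusted p under 0.05 from edgeR, and their adjusted p values from camera were 0.729, 0.294, 0.814 and 0.671. For heat shock 13 of 23 genes (median 0.06) and for autophagy 17 of 30 (median 0.06) had positive log2 fold changes, and edgeR and DESeq2 called 0 of either, with 3 lower and with 1 higher and 1 lower at an unadjusted p under 0.05 from edgeR, and adjusted p values from camera of 0.894 and 0.277. When adjusted over the list alone, 2 of 18 cholesterol genes were higher, INSIG1 among them, SLC5A3 was the 1 of 19 genes of ion, water and osmotic balance lower, and NFIL3 the 1 of 19 circadian clock genes higher, and the adjusted p values from camera were 0.207, 0.525 and 0.548. EdgeR called 0 genes of these 3 lists or of the fast fiber list over all genes tested, with 2 higher and 1 lower, 1 higher and 3 lower, 2 higher and 1 higher at an unadjusted p under 0.05, and DESeq2 called 1, 1, 1 and 0. MYH4 and INSIG1 no longer passed over their lists with the patient as a block over all 10 patients. The direction that camera gave was downward, against the sign of the median, for oxidative phosphorylation, heat shock and ion, water and osmotic balance. Each of the 11 lists in this paragraph stayed on its side of camera's threshold over all 10 patients. Without the baseline libraries of patients 5 and 8, cholesterol genes moved upward with 0.00647 and genes of oxidative phosphorylation downward with 0.00705 (adjusted p = 0.152 and 0.659 with an estimated correlation), and without the library of patient 3 after surgery mitochondrially encoded genes moved upward with 0.0374 (adjusted p = 0.598 with an estimated correlation).

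Among markers of other cell types, HBA1, HBA2 and HBB were higher when adjusted over the list alone among 4 red cell genes tested (median log2 fold change 3.53 over the 9 patients), and DESeq2 called 4 of 15, with an adjusted p from camera of 0.0602 (0.0473 over all 10 patients, adjusted p = 0.402 with an estimated correlation, and 0.0863 and 0.0917 without the library after surgery of patient 3 or of patient 6, the median without the latter being 2.07 against 3.51). Of the 15 red cell markers 4 had a median of at least 1 CPM in the baseline biopsies, 0 are in another list and HBB is the 1 that Table S1 holds, and of the 21 neutrophil markers these numbers were 2, 1 and 0. S100A8 was the 1 higher of 2 neutrophil genes with enough counts, and DESeq2 called 2 of 21. Of the 22 markers of monocytes and macrophages, 17 had a median of at least 1 CPM at baseline, 5 are in another list and Table S1 holds 0. Of the 17 tested with edgeR 10 had a positive log2 fold change, with 0 called by edgeR, also over the list alone, 5 higher at an unadjusted p under 0.05 and 0 called by DESeq2 (adjusted p = 0.85 from camera). LYZ was the 1 higher among them over all 10 patients when adjusted over the list alone. When the patient was a block, HBB was the 1 red cell gene that passed over its list, S100A8 and LYZ did not pass, and the medians of the red cell, neutrophil and monocyte lists over all 10 patients were 1.52, 1.24 and 0.17 against 3.51, 2.25 and 0.53. The change in the monocyte score went with that in the hemoglobin score over all 10 patients (r = 0.806, permutation p = 0.00271, adjusted p = 0.00542 over 4 relations, rho = 0.903, and r = 0.579 without patients 4 and 6), whereas r was 0.279 for the endothelial score (permutation p = 0.433). Over the 9 patients r was 0.928 for the monocyte score, 0.86 without patients 4 and 6, and 0.276 for the endothelial score. Of the platelet genes 2 had enough counts and of the T and NK cell genes 0, and edgeR and DESeq2 called 0 of these. Markers of endothelium, fibroblasts, smooth muscle and adipocytes had median log2 fold changes of 0.06, -0.03, -0.15 and 0.11 over 20, 14, 10 and 12 genes (0.04, 0.11, -0.09 and 0.50 over all 10 patients, with an adipocyte score higher by 2.51 in patient 1), with 0 called by edgeR, also over each list alone, or DESeq2, 2 higher and 1 lower among the endothelial genes and 0 among the fibroblast genes at an unadjusted p under 0.05 from edgeR, and adjusted p values from camera of 0.534, 0.433, 0.85 and 0.894. For the monocyte and the adipocyte markers camera's direction over the 9 patients was downward, against a median of 0.47 and 0.11.

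Per patient, the early response score was higher after surgery in 10 of 10 patients, by 1.46 ± 0.92 (SD), and the hypoxia score in 10, by 0.51 ± 0.33 (exact paired permutation test, adjusted p = 0.0109 for each over 28 scores). The coagulation score was higher in 9 of 10, by 0.56 ± 0.55, and the glycolysis score in 9, by 0.28 ± 0.16 (adjusted p = 0.0156 for each), the score of the unfolded protein response in 9, by 0.31 ± 0.25 (adjusted p = 0.0205), and the cholesterol score in 9, by 0.26 ± 0.26 (adjusted p = 0.0383, but 0.0589 over the 9 patients). The metallothionein score was higher in 8 of 10, by 0.85 ± 0.85 (adjusted p = 0.0547), the glucocorticoid score in 8, by 0.41 ± 0.48 (adjusted p = 0.0631), and the complement score in 6, by 0.05 ± 0.64 (adjusted p = 0.886). The slow fiber score, one of 17 scores of cell types and libraries planned as a family of their own, was higher in 2 of 10, with a mean difference of -0.29 ± 0.38 (permutation p = 0.0352, adjusted p = 0.199).

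Among the 104 genes that DESeq2 called higher over all 10 patients, of 13194 with an adjusted p, early response genes were 14 of 29 tested, where 0.229 are expected (Fisher's exact test, adjusted p = 4.06e-21). NFkB targets were 7 of 25 and cytokines and chemokines 7 of 24 (adjusted p = 8.79e-09 for each), metallothioneins 4 of 8 (adjusted p = 2.49e-06), glucocorticoid-induced genes 4 of 22 (adjusted p = 0.000191), JAK-STAT genes 4 of 28 and red cell markers 3 of 11 (adjusted p = 0.000429 for each). MAPK feedback genes were 3 of 14 (adjusted p = 0.000813, but 0.216 over the 9 patients), neutrophil markers 3 of 17 (0.00133), coagulation genes 3 of 20 (0.00197), p53 targets 3 of 24 (0.00310), hypoxia genes 3 of 32 (0.00666) and Notch targets 2 of 14 (0.0162). Fisher's test takes the genes of a list as independent, and with an estimated correlation camera's adjusted p over all 10 patients was 0.321 for NFkB targets, 0.776 for cytokines, 0.321 for glucocorticoid-induced genes and 0.455 for MAPK feedback, and hypoxia genes (0.0356) were the 1 list that passed among those of this paragraph it could test. Among the 3 genes edgeR called, the lowest adjusted p of any list was 0.0792.

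Genes other than protein-coding ones, which the paper left out, were tested with all gene types in the fit. Of 1102 such genes edgeR called 0, with 99 at an unadjusted p under 0.05, where chance gives 55, and 35 of these higher (lowest adjusted p 0.159). With the patient as a block it called 0, with 83 at an unadjusted p under 0.05. DESeq2 and limma-voom were not run on these genes.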
